A study of Mus musculus with 6 samples.

How the data were processed

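RNA was measured in c-Kit-positive bone marrow cells of the mouse, a fraction selected for the surface receptor encoded by Kit and rich in blood stem and progenitor cells. Per the labels, 3 libraries carry the genotype WT and 3 the genotype Runx1 KO, a knockout of the transcription factor gene Runx1. Per the labels' protocols, total RNA was extracted, poly-A RNA was made into strand-specific libraries, and all libraries were pooled for sequencing on a HiSeq2500. Neither the aligner, the counting tool, the genome build, the annotation nor the normalization is stated in the labels or the file headers, and it is not stated whether counting used the strand. Age, sex, and how and when Runx1 was disrupted are not given in the labels either.

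Each deposited file gives a value for each of 20097 mouse genes, named by Ensembl identifier. The deposited values are not whole numbers, and their unit was worked out from the values: they are a signal made of gene read counts divided by a size factor for each library, called normalised read count below. In each of the 6 files 100% of the values came out as whole multiples of the smallest positive value, within a tolerance of 0.001, so that this step is what 1 read is worth. The reciprocals of the 6 steps, from 0.956 to 1.04, equalled the median-of-ratios size factors that DESeq2 gave when recomputed from those multiples. The multiples are called recovered reads below. The lowest total of a listed gene over the 6 libraries was 10 recovered reads, so genes under that total are not listed and were not analysed here. Recovered reads came to 26793380, 25894968 and 26093299 in WT replicates 1 to 3 and to 23297526, 24906754 and 24416078 in Runx1 KO replicates 1 to 3. The floor of 3 reads corresponded to between 2.88 and 3.14 normalised reads. Reads without molecular identifiers are not independent molecules, so this floor covers counting error only.

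Gene symbols were taken from a table of Ensembl identifiers supplied with the reference, in which 20077 identifiers had a symbol and 20 did not. Coordinates, chromosomes, gene lengths and GC content were looked up by Ensembl identifier in GENCODE release M21, annotated on GRCm38, which held 20090 of the identifiers; as the files name no build, these positions describe the identifiers and not the authors' alignment.

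Because the values are not counts, the main test was not the edgeR quasi-likelihood test fixed before the data were examined. In its place, limma (lmFit, then eBayes with a mean trend) was fitted to log2(normalised read count + 1) with the group as the only term, two-sided, with Benjamini-Hochberg adjustment over the genes tested; that edgeR test, with TMM, was run on the recovered reads as an added alternative. Genes entered the tests when they passed filterByExpr of edgeR applied to the normalised read counts by group (minimum count 10, minimum total 15), which kept 15410 genes and left out 4687. Log2 changes and their standard errors (SE) come from limma, on the log2(value + 1) scale, which understates the change of weakly expressed genes. The adjusted p threshold was 0.05, and a log2 change of 1 in either direction was used as the effect-size limit.

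A list of 20 candidate regulators (the RUNX and GATA families, Cbfb, other blood transcription factors and Kit) and 8 marker sets of blood lineages were fixed before the data were examined. The marker sets were tested with camera of limma on the same log2 values, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 8 sets. The rule for naming genes was fixed at the same time: Runx1, Gata2, the candidate regulators past the threshold, and the 6 genes with the largest rise and the 6 with the largest fall by edgeR log2 change, among genes past the threshold in edgeR and limma, with a mean log2 CPM of at least 1 and with every library labelled Runx1 KO on the same side of every library labelled WT in CPM. With 3 libraries against 3, an exact permutation test of a single gene cannot go below a two-sided p of 0.1, so no such test is given.

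The numbers 1 to 3 in the titles of the samples are shared between the groups, and the pairing by replicate number comes from these titles alone. Whether the numbers pair the libraries was checked by correlating the deviations of same-numbered libraries from their group means over all tested genes. The correlation was 0.17, outside the range of -0.1 to 0.1 taken as no pairing. Others of the 6 possible pairings lay outside this range too, reaching 0.22 and -0.18. The check therefore does not show that the numbers pair the libraries. The fit with the replicate number as a block is therefore given beside the fit without it.

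The alternatives were edgeR with TMM, with DESeq2 size factors, with library totals, with robust estimation and with the replicate block, DESeq2 and limma-voom, all on recovered reads; no filter, or a mean CPM of at least 1; removal of the 20 most abundant genes; the replicate block; pseudocounts of 0.5 and 5; TMM and library totals as scaling in limma; for the marker sets, log2 CPM with prior counts of 2 and 0.5, voom weights and an estimated inter-gene correlation; and leaving out each library in turn. The pseudocounts, the edgeR fit with the block and the scalings in limma were added after the unit of the values was known; the edgeR fit with TMM and log2 CPM with a prior count of 2 had been fixed as the main settings and became added alternatives then. Another scaling shifts all log2 changes together, by 0.01 with TMM and by 0.08 with library totals. The procedure was tested on simulated data: reads were drawn for 15410 genes from the WT means and the observed dispersions, and 200 genes were changed 2-fold or 4-fold. Of 191 changed genes that passed the filter, limma called 142 (74.3%), with 90.4% of the 4-fold and 58.8% of the 2-fold changes found, and 9 unchanged genes were called. With no gene changed, 1 gene was called. In a separate simulation of 8 sets with 1 set raised, camera called the raised set and 0 of the unchanged sets. The sets were random genes and each gene was drawn independently. This simulation therefore could not show how camera behaves when the genes of a set are correlated. Versions were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15 and matplotlib 3.10.9.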

Results

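Gene expression was measured by poly-A RNA sequencing in c-Kit-positive bone marrow cells of the mouse, in 3 libraries labelled WT and 3 labelled Runx1 KO. Each library held between 23297526 and 26793380 recovered reads over 20097 listed genes, of which 15410 were tested. The 20 most abundant genes took between 3.37% and 4.09% of the reads of a library, so that no library was dominated by a few transcripts. Libraries of the same group correlated with Pearson's r from 0.979 to 0.990 over the log2 values of the tested genes, and libraries of different groups from 0.934 to 0.970; these are correlations across genes, which are not independent replicates. Replicates differed beyond sampling noise in every pair, with a chi-square of recovered reads per degree of freedom from 7.69 to 37.1 within groups. This comparison covers counting error only, and speaks against any pair of files holding the same reads; that the 6 libraries are separate samples is taken from the labels. The first principal component held 69.2% of the variance and separated the labels, with scores of -64.98, -39.82 and -43.31 for WT replicates 1 to 3 and of 22.82, 64.51 and 60.78 for Runx1 KO replicates 1 to 3. The labels give no sequencing batch, and the libraries were sequenced as a pool.

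The targeted gene was examined first, as a check on the labels. Runx1 (ENSMUSG00000022952; chromosome 16, 92601466 to 92826149 on the minus strand, protein coding, GENCODE M21) was not lower in the libraries labelled Runx1 KO. It had normalised read counts of 3031, 2799 and 3497 in the libraries labelled WT (3109 ± 356, SD, n = 3) and of 6648, 6720 and 5830 in those labelled Runx1 KO (6399 ± 494, SD, n = 3). The ratio of the means was 2.06 and the log2 change 1.04 (SE 0.10), with a limma adjusted p of 0.00163. With the replicate number as a block the adjusted p of limma was 0.00234, the correlation of same-numbered deviations being 0.17. The alternative that moved this change most left out WT replicate 3, under which it was 1.13. The direction therefore goes against what the label of a knockout would give if the transcript were lost. Values per gene cannot show whether an exon was missing from these transcripts, and values per exon were not used here. The groups are named by their labels throughout, and every direction below runs from the libraries labelled WT to those labelled Runx1 KO.

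The title of the series names GATA2 beside RUNX1, which makes the level of Gata2 in these cells a comparison of its own. Gata2 (ENSMUSG00000015053; chromosome 6, 88193891 to 88207032 on the plus strand, protein coding) had normalised read counts of 1971, 2460 and 3103 in the libraries labelled WT (2511 ± 568, SD, n = 3) and of 4178, 4670 and 4204 in those labelled Runx1 KO (4351 ± 277, SD, n = 3). It was higher by 0.82 on the log2 scale (SE 0.15), with a limma adjusted p of 0.0128, and 0.00835 with the replicate block. Leaving out a library in turn gave log2 changes of Gata2 from 0.65 to 0.98 and limma adjusted p values from 0.00819 to 0.0555, so the call was not kept in every such fit.

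**Figure D1:**
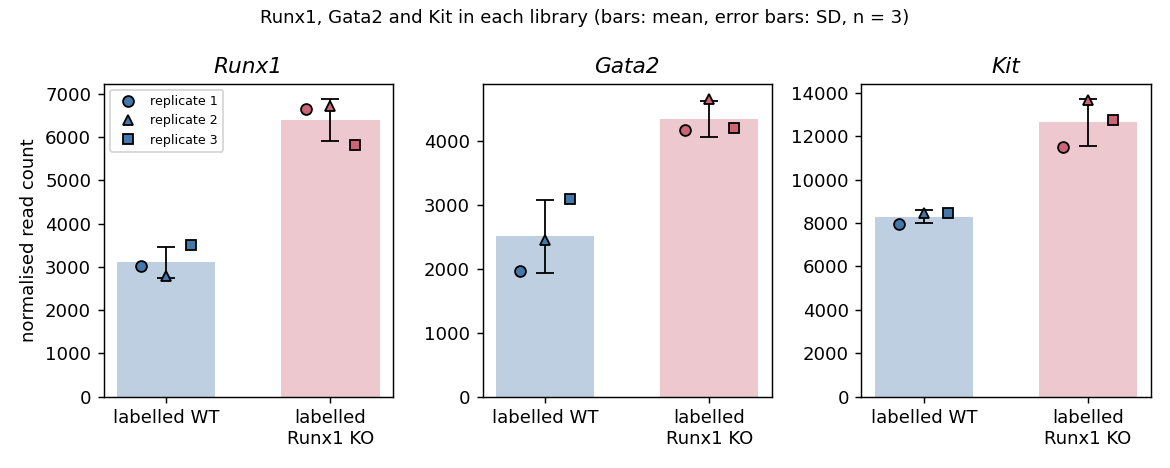
Normalised read counts of Runx1, Gata2 and Kit (vertical axes, from 0) in the libraries labelled WT and Runx1 KO; bars are means, error bars SD with n = 3, and points the libraries by replicate number. For all 3 genes every library labelled Runx1 KO stands above every library labelled WT, with Runx1 between 2799 and 3497 under the label WT and between 5830 and 6720 under the label Runx1 KO.

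Across the 15410 genes tested, limma gave 3370 genes (21.9%) with an adjusted p under 0.05, of which 1631 were higher and 1739 lower in the libraries labelled Runx1 KO. Of these, 1200 genes changed by at least 1 on the log2 scale, 427 upwards and 773 downwards. With the replicate number as a block, 3843 genes passed (1656 higher, 2187 lower), of which 3106 were shared with the fit without the block; the check of the pairing gave a correlation of 0.17. The edgeR test with TMM, run as an added alternative on the recovered reads, which were whole for 100% of values, gave 3261 genes (1640 higher, 1621 lower), and 3199 genes were called by both tests, 0 of them with opposite signs. At an unadjusted p under 0.05, limma gave 5810 genes. Scaling by library totals moved the split most: 63.5% of 3755 calls in limma were then higher, against 48.4% of the 3370 calls, and in edgeR 63.3% of 3643 calls. The 2 groups did not overlap in 6666 genes (43.3%), where chance gives 10%, and 3366 of the 3370 called genes were among them. Leaving out a library in turn, which also lowers the number in its group, gave from 1349 to 3551 genes.

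**Figure D2:**
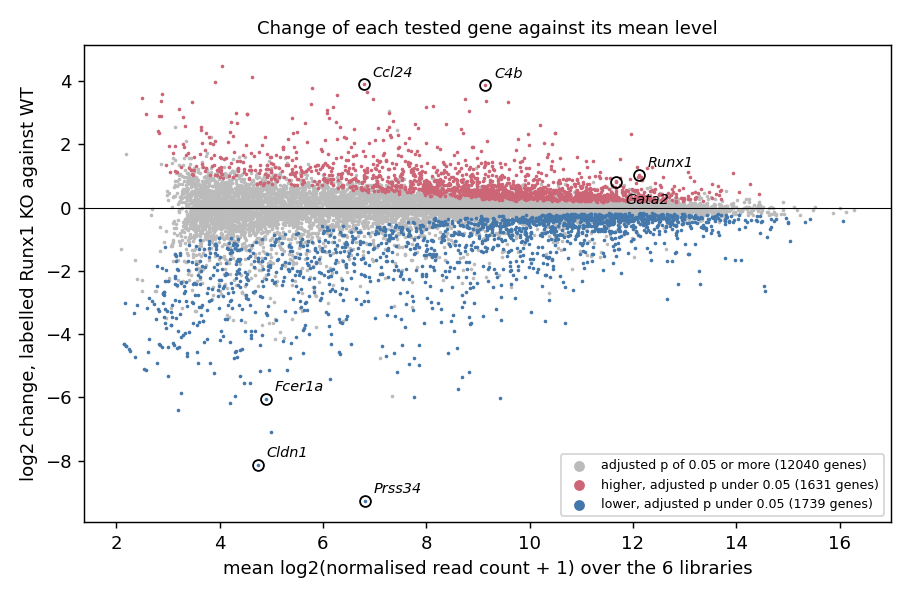
Log2 change from the libraries labelled WT to those labelled Runx1 KO (vertical axis) against the mean of log2(normalised read count + 1) over the 6 libraries (horizontal axis), with a point for each of the 15410 tested genes. Red points are the 1631 genes higher and blue points the 1739 genes lower with a limma adjusted p under 0.05; the lowest point is Prss34 at -9.26, and Ccl24, circled and named like it, is at 3.91.

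The list of 20 candidate regulators asked how the transcription factors of blood progenitors stood in these cells. All 20 were tested, and 15 passed a limma adjusted p of 0.05 over all genes; 17 passed when adjusted over the list alone, 17 with the replicate block and 13 in edgeR. Of the 15, 12 were higher and 3 lower. Beside Runx1 and Gata2, the higher genes were Gfi1b (log2 change 1.11, SE 0.23), Meis1 (1.01, SE 0.23), Tal1 (0.72, SE 0.15), Runx3 (0.65, SE 0.11), Erg (0.64, SE 0.08), Kit (0.60, SE 0.07), Runx2 (0.53, SE 0.15), Myb (0.53, SE 0.09), Lmo2 (0.50, SE 0.06) and Lyl1 (0.24, SE 0.05), with limma adjusted p values from 0.00288 for Lmo2 to 0.0428 for Runx2. Kit, which encodes the receptor used for sorting, had 8301 ± 280 normalised reads in the libraries labelled WT and 12649 ± 1093 in those labelled Runx1 KO (SD, n = 3), with a limma adjusted p of 0.00346, and 0.00185 with the replicate block. The lower genes changed little: Spi1 by -0.36 (SE 0.10), Ikzf1 by -0.30 (SE 0.09) and Fli1 by -0.29 (SE 0.07), with limma adjusted p values of 0.0403, 0.0479 and 0.0303. Spi1 and Ikzf1 had adjusted p values of 0.0518 and 0.051 in edgeR and did not pass there. The 5 regulators that did not pass, named after their values were seen, were Gata1, Gfi1, Gata3, Cbfb and Cebpa. Gata1 and Gfi1 passed with the replicate block, at adjusted p values of 0.0383 and 0.00462 in limma.

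The 6 genes with the largest rise were F830016B08Rik, Gm4841, Ccl24, Gm12185, C4b and Plagl1. Ccl24 (ENSMUSG00000004814; chromosome 5, 135569937 to 135573049, minus strand) rose from 28.7 ± 10.1 to 432 ± 72.6 normalised reads (SD, n = 3), a log2 change of 3.91 (SE 0.29) with a limma adjusted p of 9.7e-04, and 0.00102 with the replicate block. C4b (ENSMUSG00000073418; chromosome 17, 34728380 to 34743882, minus strand) rose from 164 ± 99.2 to 2170 ± 298, a log2 change of 3.87 (SE 0.37). Plagl1 (ENSMUSG00000019817; chromosome 10, 13060504 to 13131694, plus strand) rose from 22.1 ± 7.41 to 264 ± 25.5, a log2 change of 3.57 (SE 0.25). The other 3 are interferon-inducible GTPase genes of families with near-identical members, F830016B08Rik and Gm4841 on chromosome 18 and Gm12185 on chromosome 11. How the authors' counting split reads between such copies is not stated, so their log2 changes of 4.12 (SE 0.43), 3.80 (SE 0.58) and 3.65 (SE 0.40) are uncertain. C4b has a close relative too, and the same limit applies to it. Under every fit that left out a library, the 6 genes kept a limma adjusted p of at most 0.0227.

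The 6 genes with the largest fall were Prss34, Cldn1, Krt83, Scin, Klhl14 and Fcer1a. Prss34 (ENSMUSG00000056399; chromosome 17, 25298394 to 25300165, plus strand) had 2899 ± 1062 normalised reads in the libraries labelled WT and 3.73 ± 1.63 in those labelled Runx1 KO (SD, n = 3), a log2 change of -9.26 (SE 0.35) with a limma adjusted p of 1.1e-04, and 2.6e-04 with the replicate block. Its highest library labelled Runx1 KO held 5 recovered reads. Cldn1 (ENSMUSG00000022512; chromosome 16, 26356642 to 26371841, minus strand) had 459 ± 134 normalised reads against at most 1 recovered read in a library labelled Runx1 KO, so it was at least 146-fold lower. Krt83 was likewise at the floor in all 3 libraries labelled Runx1 KO and at least 32.3-fold lower, but its level under the label WT varied from 39.4 to 223 normalised reads. Scin changed by -7.08 (SE 0.60), Klhl14 by -6.17 (SE 0.74) and Fcer1a by -6.04 (SE 0.46) on the log2 scale. Their highest libraries labelled Runx1 KO held 4, 4 and 5 recovered reads, so the sizes of these changes depend on the setting. With all libraries kept, the change ran from -7.53 to -5.72 for Scin, -6.81 to -4.64 for Klhl14 and -6.38 to -4.97 for Fcer1a. Klhl14 varied from 80.7 to 359 normalised reads under the label WT. Fcer1a, which encodes a chain of the IgE receptor of basophils and mast cells, had 252 ± 98.3 normalised reads against 3.03 ± 1.99 (SD, n = 3). The limma adjusted p values of the 6 genes ran up to 0.00328, and up to 0.00375 with the replicate block, at a correlation of same-numbered deviations of 0.17.

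Marker sets of blood lineages were used to ask whether the markers of a lineage shifted together in the sorted cells. By camera of limma, 7 of the 8 sets passed an adjusted p of 0.05, both without and with the replicate block, 2 of them higher and 5 lower in the libraries labelled Runx1 KO. When the inter-gene correlation was estimated for each set in place of 0.01, 0 of the 8 sets passed, and 0 had an unadjusted p under 0.05. Other splits of the same 6 libraries also gave from 1 to 6 sets at the setting of 0.01, so the camera p values below do not by themselves separate the labels from other groupings. These splits mix the labels and keep part of the difference between them, so their counts of sets do not measure chance. In 6 of the 8 sets the mean over the genes did not overlap between the libraries of the groups, whereas the means of the monocyte and T-lymphoid sets did.

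The stem and multipotent set rose by a mean log2 change of 0.99 over 17 genes, 16 of them higher and 11 past the threshold on their own (camera adjusted p of limma 2.5e-06, block 8.2e-06). The megakaryocyte and platelet set rose by 0.79 over 16 genes, 14 of them higher (1.3e-04, block 3.3e-04). The B-lymphoid set fell by 3.25 over 15 genes, 14 of them lower, with gene-wise changes from -5.41 to 0.57 (8.6e-05, block 2.5e-07). Of the 14, 10 passed the threshold on their own, and so did the 1 higher gene, Dntt. The mast cell and basophil set fell by 2.63 over 10 genes, in an uneven way: 6 genes passed the threshold downwards and reached -9.26, while 3 were higher by up to 0.66 and not past it (0.00299, block 0.00601). The neutrophil granule set fell by 1.19 over 17 genes, 16 of them lower (3.7e-05, block 1.0e-05). The T-lymphoid set fell by 1.26 over 14 genes (0.012, block 0.00252). However, 0 of its 13 lower genes passed the threshold on their own, and 5 had an unadjusted p under 0.05. Its 1 gene past the threshold, Lat, was higher (log2 change 0.98, limma adjusted p 0.0119). Without Runx1 KO replicate 3 the mean change of this set was -0.78 and its call was lost (camera adjusted p 0.0648). Without Runx1 KO replicate 1 the mean change was -2.02 (camera adjusted p 1.35e-06). The monocyte and macrophage set fell by 0.55 over 14 genes, 13 of them lower (0.00845, block 0.00326). Of the 13, 5 passed the threshold on their own, and so did the 1 higher gene, F13a1 (log2 change 0.75, limma adjusted p 0.00953). The erythroid set did not pass (mean change -0.64, adjusted p 0.287, block 0.433), with 9 of its 18 genes higher and 9 lower.

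**Figure D3:**
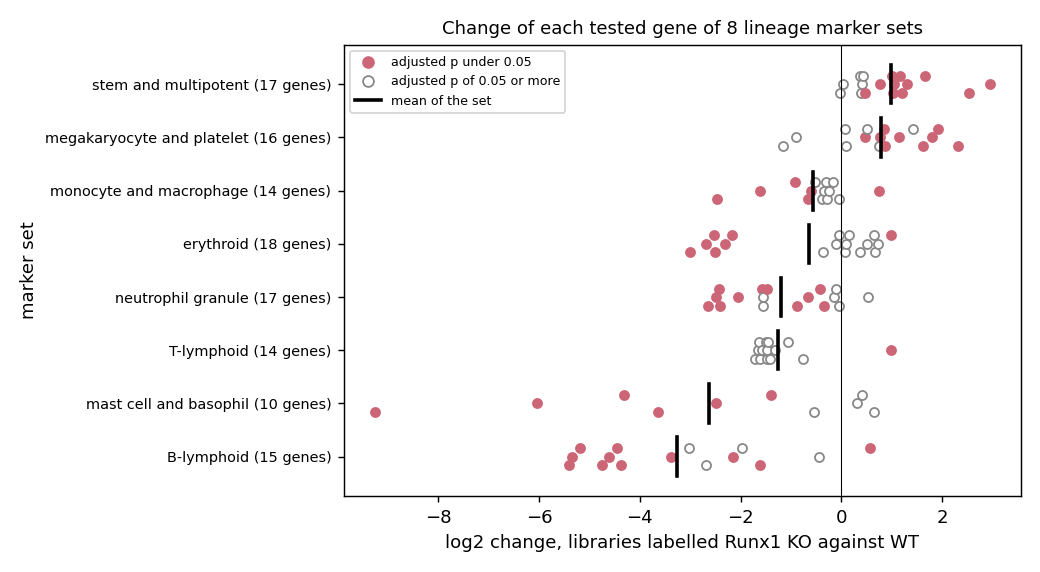
Log2 change from the libraries labelled WT to those labelled Runx1 KO (horizontal axis) for each tested gene of the 8 marker sets (vertical axis); filled points have a limma adjusted p under 0.05 and black bars are set means. The means run from -3.25 for the B-lymphoid set to 0.99 for the stem and multipotent set, and 6 erythroid genes stand apart from the rest of their set between -3.01 and -2.18.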

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

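The alternatives added after the data were examined were the edgeR fit with the replicate block, the pseudocounts of 0.5 and 5 and the scalings in limma, beside the edgeR fit with TMM and log2 CPM with a prior count of 2, which had first been fixed as the main settings. Over the 15 settings that kept all 6 libraries, the count of genes with an adjusted p under 0.05 ran from 3182 to 3953 against 3370, with 1556 to 2383 higher and 1336 to 2187 lower, and the count with a log2 change of at least 1 from 953 to 1433 against 1200. These counts stayed within 1.5 times the reported ones, and shared calls never had opposite signs. Removing each library's trend in GC content and length gave 2130 higher and 1448 lower genes, against 1631 and 1739. The log2 change of Runx1 ran from 1.04 to 1.13 and that of Gata2 from 0.79 to 0.90 over the same settings, with highest adjusted p values of 0.00272 and 0.0203; 13 to 17 candidate regulators passed.

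Estimating the inter-gene correlation changed the marker sets from 7 of 8 past the threshold to 0 of 8, with a lowest adjusted p of 0.277 and a lowest unadjusted p of 0.10. The means of the sets do not move under this setting, so the change lies in the variance assumed for a set. Each of the 13 other settings with all libraries gave 7 sets.

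The replicate block gave 3843 genes and 17 candidate regulators, against 3370 and 15 without it, with a log2 change of 1.04 for Runx1 and 0.82 for Gata2 in both.

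Across the 6 fits that each left out a library, the count of called genes ran from 1349 to 3551, of higher genes from 627 to 1627, of lower genes from 722 to 1924, and of genes with a log2 change of at least 1 from 711 to 1414. From 6 to 15 candidate regulators passed, the log2 change of Gata2 ran from 0.65 to 0.98 with an adjusted p up to 0.0555, and 6 to 7 marker sets passed. The lowest count of genes came without Runx1 KO replicate 2 and shared 1338 genes with the reported 3370; the highest came without Runx1 KO replicate 1 and shared 2796. The cause of these differences was not tested, apart from the tests of Runx1 KO replicate 1 among the other observations.

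Reversals were limited to small changes that passed in no setting. The Cbfb log2 fold change, at -0.07, was 0.0017 in edgeR and 0.0089 in limma with library totals. The Cebpa log2 fold change, at -0.05, was 0.0356 and 0.035 in these fits, and ran from -0.078 to 0.0046 when libraries were left out; the cause was not tested beyond the upward shift of 0.08 that library totals give to all genes. Values for single genes and sets were counted without Runx1 and Gata2. Of 562 such values with all libraries kept, 531 stayed on their side of the threshold, 17 were weaker, 10 stronger and 4 reversed. Of 228 with a library left out, 194 stayed, 31 were weaker, 2 stronger and 1 reversed. Gata2, outside this count, lost its call without Runx1 KO replicate 2 (limma adjusted p 0.0555). The falls of Ikzf1, Spi1 and Fli1 lost their call in 5, 3 and 2 settings with all libraries kept. They lost it in 6, 5 and 5 of the 6 fits that left out a library. Among the rises, Runx2 lost its call in 5 of those 6 fits, Tal1 and Meis1 in 3 each, Lyl1 in 2 and Gfi1b in 1.

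The other groupings of the same libraries were counted for comparison, but they do not measure chance. Each puts libraries of both labels in both groups. The difference between the labels then adds to the spread within groups, which lowers the count of genes, while part of it remains between groups. Of the 10 splits of the 6 libraries into 3 against 3, the real one included, 1 gave as many called genes, 1 as many higher, 1 as many lower, 1 as many with a log2 change of at least 1, 1 as many candidate regulators and 1 as many marker sets. The 9 other splits gave 0 called genes, with 78 to 1211 genes at an unadjusted p under 0.05, but 1 to 6 marker sets. Among the 4 splits that part all 3 same-numbered pairs, the real one was again the only one as large; the 6 others part 1 pair. With 10 splits the share cannot go under 0.1, so this test alone cannot tell these results from chance. Thinning every library to the 23297526 reads of the smallest gave 3328 genes against 3370; this evens out the depths, and what greater depth would add was not tested.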

Other observations

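The tests on mislabelling, on the mixture with WT cells, on remaining mature cells, on late and early maturation genes, on the splits for the interferon set and the total of the GTPase families and on 4 Y-linked genes were chosen after the results were seen; the others were set out before their result was measured. All patterns here were found and tested in the same 6 libraries and are hypotheses.

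The count of 3370 called genes was weighed against the difference in depth between libraries and against bias in GC content and length. Thinning every library to the smallest total gave 3328 calls. How many of these were among the 3370 is not given, so thinning speaks to their number only. Removing each library's smooth trend in GC content and transcript length left 3578 calls, of which 2845 were shared with the uncorrected fit, and 4543 with the replicate block against 3843 uncorrected. Across genes, log2 change correlated with length at a Spearman's rho of 0.13 and with GC content at -0.03. Neither the difference in depth nor these biases explain the number of calls, although the correction moved which genes were called and the split of directions.

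Runx1 was 2.06-fold higher in the libraries labelled Runx1 KO, and several explanations were weighed. A single exchanged library is unlikely: the lowest correlation within a group exceeded the highest between groups by 0.00956. Reads of an overlapping gene did not account for the rise, since the 1 listed gene that overlaps Runx1, Gm26626, named here after its value was seen, held 0.39% as many reads as Runx1. A rise shared across the region was not seen either. The median log2 change of 19 tested genes within 1 Mb of Runx1, Gm26626 among them, was -0.067, with 8 of them higher. Of the 19, 4 passed the threshold: Itsn1 (0.87) and Dnajc28 (0.73) were higher, and Cbr3 (-1.34) and Cbr1 (-0.67) lower. The median therefore cannot exclude a change that Runx1 shares with single neighbours. The Runx1 values alone cannot decide whether the labels of whole groups were exchanged. In that case the libraries labelled WT would be the knockout, with Runx1 lower by the same ratio of 2.06. Other genes were not used to test the direction of the labels. A candidate explanation that keeps the labels is that a targeted allele still gives a transcript that is counted, at a raised level, with or without the deleted exon. Values per exon would separate these, and were not used here. Among the explanations weighed, the pattern therefore remains open between the label and the allele. Whether a different mix of cells in the sorted fraction raised Runx1 was not tested.

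Runx1 KO replicate 1 lay between the label groups on the first principal component, at 22.82 against 64.51 and 60.78. A mixture with WT cells would leave the genes nearly lost in replicates 2 and 3 at a shared fraction of their WT level. Over 54 such genes, at least 16-fold under a WT mean of at least 200, the net level in replicate 1 had a median of 9.47% of WT, but the ratio of the 90th to the 10th percentile was 56.3, from 0.492% to 27.7%, with shares under 0.05% set to that value. Prss34 and Fcer1a stood at 0.08% and 0.06% while Eps8l1 and Igkv3-10, picked out after their values were seen, stood at 137% and 103%, so a plain mixture with WT cells does not account for the position. Genes that rose in replicates 2 and 3, chosen without replicate 1, reached a median of 94.3% of their log2 change in replicate 1 (405 genes), whereas genes that fell reached 56.2% (1009 genes). Mature cells of several lineages remaining in replicate 1 could give this contrast, but so could a plain mixture with WT cells. On the log2 scale a share of WT cells shortens falls more than rises, so the contrast cannot decide between them. The falls differed by lineage. Mast cell and basophil markers that fell at least 2-fold reached 88.2% of their fall in replicate 1 (6 genes), against 44.4% for the B-lymphoid ones (13 genes). Remaining mature cells would therefore not be of all lineages. The median B-lymphoid marker was at 16.8% of the WT mean there against 2.74% and 3.95% in replicates 2 and 3, and the T-lymphoid set mean was 0.25 on the log2 scale relative to WT against -1.82 and -2.23. WT replicates varied as well, with the median B-lymphoid marker at 179%, 43.0% and 77.2% of the WT mean. The share of lymphoid cells in the sorted fraction may therefore differ between libraries for reasons other than genotype, and a difference in cell selection could not be separated from one in the marrow.

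Late maturation genes fell while early ones of the same lineages changed less, a grouping chosen after the values were seen. Camp, Ltf, Ngp and Lcn2, which are late granule genes, changed by a mean of -2.50 on the log2 scale, with all 4 past the threshold. Mpo, Elane, Prtn3 and Ctsg, which are early granule genes, changed by -0.24, with gene-wise values from -0.41 to -0.05 and 2 past the threshold. Hba-a1, Hba-a2, Hbb-bs, Hbb-bt, Alas2 and Slc4a1 changed by -2.54, with all 6 past the threshold, while Klf1, Epor, Tfrc and Car1 changed by 0.31, with 0 past it and 2 at an unadjusted p under 0.05. The globin genes have near-identical copies, so the split between them is uncertain. The mean changes of the late genes of the 2 lineages differed by 0.0409. As these genes were picked for their fall, that closeness does not test whether less carry-over of mature cells through the sort lowered both by a similar factor. By library the changes were -1.34 for late granule and -1.73 for late erythroid genes in replicate 1 against -2.95 and -2.94 in replicate 2 and -3.20 and -2.94 in replicate 3. Values from bulk RNA cannot tell fewer mature cells from lower expression per cell, so a block in maturation and a purer c-Kit-positive fraction may both give this pattern.

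Interferon-inducible GTPase genes made up 3 of the 6 named rises. To ask whether the rise was confined to genes that can share reads with paralogs, 28 interferon-inducible genes without near-identical copies were listed before they were tested as a set. They rose by a mean log2 change of 0.68, 27 of 28 higher, with a camera p of 4.24e-11 (1.36e-11 with the replicate block). This does not test how reads shared between paralogs were split within the GTPase families. The total over the 21 listed members, which such a split leaves as it is, was 11642 ± 1172 normalised reads in the libraries labelled WT and 34882 ± 8954 in those labelled Runx1 KO (SD, n = 3), a ratio of 3.00 without overlap of the groups. Reads moved between these members therefore do not give the rise of the families, although the change of a single member remains uncertain. The mean was 0.74, 0.80 and 0.49 in Runx1 KO replicates 1 to 3 and 0.07, 0.06 and -0.12 in the WT replicates. It was 0.69 with TMM and 0.76 with library totals. The 21 members of the GTPase families rose by 2.02, with 19 higher. The p-value is not evidence of a group effect by itself: with the inter-gene correlation estimated it was 0.0924, and 2 of the 10 splits of the libraries gave a p as small, the smallest being 2.88e-14 for a split that parts 1 same-numbered pair. That split mixes the labels and keeps part of the difference between them, so it does not measure chance. An interferon response in the animals or cells of the libraries labelled Runx1 KO is a hypothesis. The labels record no treatment, and an effect of the genotype cannot be told apart from an effect of how the deletion was made or how the animals were kept.

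Xist, a transcript of the inactive X chromosome picked out after its value was seen, was 10928 ± 2206 in the libraries labelled WT and 23258 ± 3406 in those labelled Runx1 KO (normalised reads, SD, n = 3), a log2 change of 1.10 (SE 0.16) with a limma adjusted p of 0.00615 (0.00449 with the replicate block). All 6 libraries had at least 8920 normalised reads, so each may contain female cells. A different share of female cells was tested by looking for Y-linked genes: 2 were among the genes tested, Mid1-ps1 and Gm47283, which met the criterion set beforehand. That criterion was loose. Their log2 changes of 0.60 and -0.20 had limma adjusted p values of 0.483 and 0.851, and whether their reads come from X-linked copies was not tested. The median log2 change of 505 X-linked genes was -0.02 and that of autosomal genes -0.004. Of Ddx3y, Eif2s3y, Kdm5d and Uty, 0 of 4 were among the genes listed, although their 4 X-linked counterparts had from 2539 to 19520 normalised reads in every library. If genes absent from the list had fewer than 10 reads over the libraries, a different share of female cells does not account for the rise of Xist; no other explanation was tested.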
